# An RNA-seq atlas of mouse brain areas during fasting and diet-induced obesity

**DOI:** 10.1038/s41597-023-02888-4

**Published:** 2024-01-06

**Authors:** Petar V. Todorov, Anders Bue Klein, Kristoffer L. Egerod, Christoffer Clemmensen, Tune H. Pers

**Keywords:** Hypothalamus, Obesity, Obesity, Gene expression

## Abstract

Mammalian energy homeostasis is primarilly regulated by the hypothalamus and hindbrain, with the hippocampus, midbrain nuclei, and other regions implicated by evidence from human genetics studies. To understand how these non-canonical brain regions respond to imbalances in energy homeostasis, we performed two experiments examining the effects of different diets in male C57BL6 mice. In our first study, groups of six pair-housed mice were given access to chow, high-fat diet or fasted for 16 hours. In our subsequent study, two groups of 10 mice were single-housed and given access to chow or fasted for 24 h. We recorded food intake for each cage, the change in body weight for each animal, and collected hypothalamus, hippocampus, superior colliculus, inferior colliculus, frontal cortex, and zona incerta-centric samples. We performed bulk RNA sequencing on 185 samples and validated them by a series of quality control assessments including alignment quality and gene expression profiling. We believe these studies capture the transcriptomic effects of acute fasting and high-fat diet in the rodent brain and provide a valuable reference.

## Background & Summary

Despite recent successes in treatment options for individuals living with obesity^1–3^, the condition continues to burden millions of individuals worldwide^4,5^. Owing to their preferential access to circulating humoral signals and interoceptive signals from input especially the gut, especially the hypothalamus and dorsal vagal complex in the lower brainstem of the hindbrain have been shown to play a key role in body weight regulation^6^. Cell populations regulating hypothalamic melanocortin 4-receptor signalling have received major attention due to the discovery of rare loss-of-function, obesity-promoting genetic variants in several of the genes coding for receptors and ligands regulating that circuit^6^. However, despite the importance of that well-studied circuit, human genome-wide association studies (GWAS) for obesity have implicated thousands of associated genetic variants, many of which are likely to encode proteins acting through other brain circuits than hypothalamic melanocortin 4-receptor signaling^7–9^.

To better understand which other brain areas besides the hypothalamus regulate body weight, we and others have previously developed gene expression-based computational approaches that have allowed us to agnostically identify other brain areas likely important in obesity pathogenesis^10,11^. In early approaches we used bulk RNA-sequencing (RNA-seq) to successfully show that not only the hypothalamus but several areas other brain areas likely are important too^9^. In more recent approaches, we leveraged hypothalamic and dorsal vagal complex single-cell RNA-sequencing (scRNA-seq) and transgenic mouse models to implicate and validate specific cell populations in these two areas in weight regulation^12–14^. Moreover, in Timshel *et al*^15^., we applied one of our tools, CELL-type Expression-specific integration for Complex Traits (CELLECT), on a total of 727 peripheral and nervous system cell populations from across 17 mouse organs^16^. Interestingly we observed the strongest enrichment in hippocampal cells, followed by significant enrichments in cell populations from the midbrain areas including the superior and inferior colliculus), the hypothalamus and the subthalamic nucleus/zona incerta region.

The aim of this study was to assess whether dietary perturbations lead to transcriptional changes in gene expression programs within anatomical regions for which we had observed significant overlap between genes in obesity GWAS study loci and the brain scRNA-seq data. Specifically, we aimed to quantify the extent to which fasting and exposure to a high-fat diet (HFD) would exert transcriptional changes in the hypothalamus, hippocampus, superior colliculus, inferior colliculus, and zona incerta of mice. Additionally, as a negative control, we chose to profile the frontal cortex due to the lack of genetic evidence for its role in the phenotype of obesity. We set up two dietary perturbation studies where we exposed mice to the afore-mentioned energetic extremes (Fig. 1), recorded changes in body weight and subsequently isolated the bespoke six brain areas for RNA-seq (Fig. 2).

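Both studies used male C57BL/6 J mice, an inbred laboratory strain. In the 16 h study, 18 mice were housed 2 per cage in 9 cages, and 6 mice in 3 cages each received chow, received HFD or were fasted. Data of 19 single-housed mice from the 24 h study were used here, 9 on chow and 10 fasted. The authors deposited the weight of each mouse at the start and the end of the study and the weight of the food of each cage. Body weight change was computed here as the difference between end and start weight in percent of the start weight. The deposited change column holds the same quantity as a fraction in 37 of 37 mice. Food intake per mouse was the food eaten in a cage divided by the number of mice in it, so the mice of a cage in the 16 h study share one value. Energy intake used the deposited energy content of 3.227 kcal/g for chow and 5.56 kcal/g for HFD. Start weights in the 16 h study were 24.9 ± 1.26 g on chow, 26.0 ± 1.10 g on HFD and 24.2 ± 1.30 g in the fasted group (SD, n = 6 mice each). At 24 h they were 25.5 ± 1.59 g on chow (SD, n = 9) and 25.5 ± 1.66 g in the fasted group (SD, n = 10). During acclimation to single housing, weight changed by 1.62 ± 2.14% in the later chow group (SD, n = 9) and by 1.37 ± 1.36% in the later fasted group (SD, n = 10).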

**Fig. 1:**
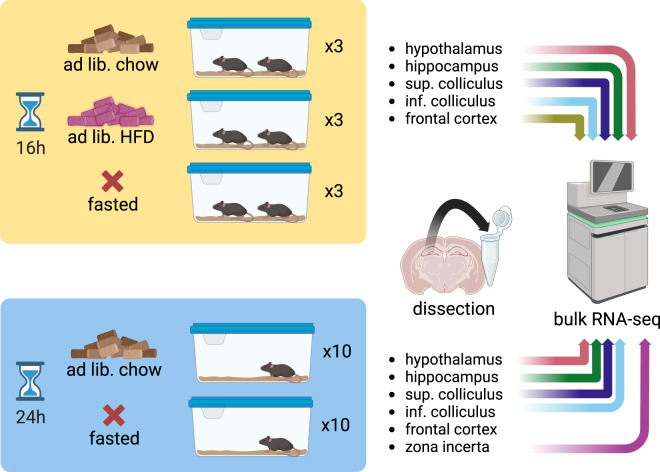
Experimental design of both dietary perturbation studies. Study 1 (yellow), exposed three groups consisting of three cages with two mice each to ad libitum chow, ad libitum high fat diet, or fasting for 16 after which animals were euthanized and samples dissected for bulk RNA-seq. Study 2 (blue), exposed two groups of 10 cages with single-housed mice each to ad libitum chow or fasting for 24 h before collecting samples for bulk RNA-seq. Abbreviations: Ad lib., ad libitum; h, hour; Inf., inferior; sup., superior.

**Fig. 2:**
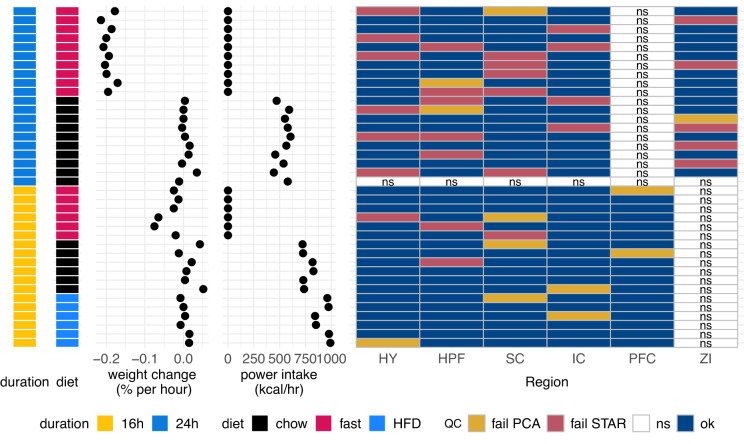
Summary of animal experiments and sequencing results. Each row represents a single animal, colour coded by study duration (yellow for 16 h and blue for 24 h). The next colour coded column represents the diet the animal was exposed to (black for chow, magenta for fasted, and blue for high-fat diet (HFD). The following dot plots show the change in body weight for each animal expressed in units of percent initial weight over duration of hours, and the energy intake per hour of each animal. The grid on the right represents the samples for each animal and their quality control (QC) status. Samples which were not sequenced (ns) are white. Additional abbreviations: h/hr, hour; HY, hypothalamus; HPF, hippocampus; SC, superior colliculus; IC, inferior colliculus; kcal, kilocalories; PFC, prefrontal cortex; QC, quality control; ZI, zona incerta.

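Over the 16 h study, body weight changed by 1.91 ± 2.42% on chow, 0.310 ± 1.02% on HFD and -3.72 ± 2.60% during fasting (SD, n = 6 mice each). Per hour, these changes were 0.119 ± 0.151% on chow, 0.0192 ± 0.0636% on HFD and -0.232 ± 0.162% during fasting (SD, n = 6 each). Over the 24 h study, body weight changed by 0.712 ± 1.24% on chow (SD, n = 9) and by -19.5 ± 1.33% during fasting (SD, n = 10), which is 0.0297 ± 0.0516% and -0.811 ± 0.0552% per hour. Every fasted mouse of either study lost weight, from -1.30% to -7.52% at 16 h and from -17.1% to -21.4% at 24 h.
At 16 h, the fasted mice differed from the chow mice by -5.63 percentage points (two-sided exact permutation test, p = 0.00217, the smallest p that 6 mice against 6 allow, adjusted p = 0.00325 over the 3 comparisons). At 24 h, the difference was -20.2 percentage points (two-sided exact permutation test, p = 1.08e-05, the smallest p that 9 mice against 10 allow, adjusted p = 3.25e-05). The difference between HFD and chow, -1.60 percentage points, was within the spread of the mice (two-sided exact permutation test, p = 0.180, adjusted p = 0.180). Without chow mouse 5 this difference was -2.22 percentage points (two-sided exact permutation test, p = 0.0476). With the means of the 3 cages per diet as the unit, the difference between fasting and chow at 16 h had p = 0.100, the smallest p that an exact permutation test on 3 cages against 3 allows. The cages were started in 3 rounds. Within rounds 1, 2 and 3, the 2 fasted mice differed from the 2 chow mice by -4.66, -3.71 and -8.52 percentage points, and the 2 HFD mice differed from them by -1.26, -1.62 and -1.91. With diets exchanged only within rounds, a test chosen after these values had been seen, the exact permutation p over 216 arrangements of the mice was 0.00926 for fasting, the smallest possible, and 0.204 for HFD (two-sided, not adjusted). With whole cages exchanged within rounds, p was 0.250 for both, the smallest that 8 arrangements allow.
Energy intake was 0.938 kcal per hour and mouse on HFD and 0.763 on chow in the 16 h study (means of 3 cages), and 0.533 on chow in the 24 h study (mean of 9 mice). The deposited intake of fasted mice is 0 in both studies.

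**Figure D1:**
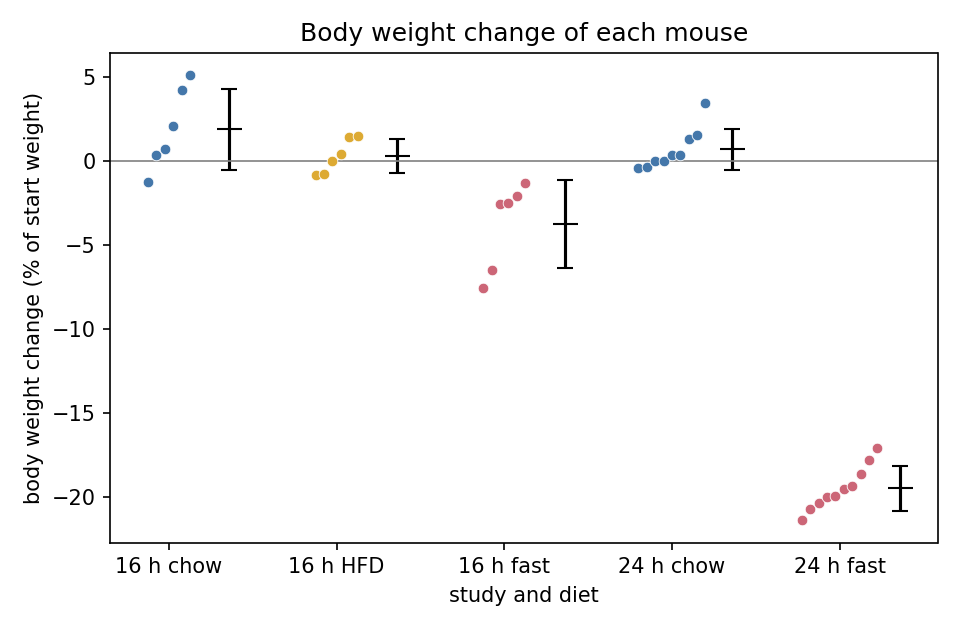
Body weight change of each mouse in percent of its start weight (vertical axis) by study and diet (horizontal axis), with points for mice and bars for the mean ± SD. The 10 mice fasted for 24 h lie between -21.4% and -17.1%, below every other mouse.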

## Methods

### Animals

C57BL/6 J male mice (8 weeks old) were obtained from (Janvier, FR). All experiments were done at 22 °C (35–55% humidity) with a 12:12‐h light–dark cycle. Mice had free access to water. All experiments were carried out in accordance with regulations regarding the care and use of experimental animals, and the experimental procedures were approved by the Danish Animal Experimentation Inspectorate (2018-15-0201-01457).

#### Fasting and HFD-feeding

At the start of the 16 h study, each of the 18 animals was weighed. Animals were pair-housed in 9 cages and the weight of food in each hopper was also recorded. Three cages were randomized to each experimental condition: kept on a chow diet (Altromin 1324, Brogaarden, DK), fasted, or switched to HFD (D12331; Research Diets). At the end of the study, the weight of food in each hopper and the body weight of each animal was recorded.

Prior to the start of the 24 h study, 20 mice were placed in individual cages supplied with ad libitum chow diet and water and allowed to acclimate to single housing for three days before the start of the experiment. After three days, the mice were randomly and evenly assigned to either remain on chow diet or undergo fasting. The weight of food in the hopper was recorded at the start and end of the 24 h experiment. Mouse body weight was recorded at the start of the acclimation period, at experiment start, and at the end directly before euthanasia and tissue collection.

For the 16 h fasting study the animals were either fasted or exposed to HFD or chow – from 4.30 pm to 8.30 pm (16 hrs), with a 12 hr dark cycle starting at 6 pm. 

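The deposited start times of the 16 h study ran from 16:26 for the first mouse to 18:58 for the last, and the times of euthanasia from 8:26 to 11:10 on the next day. Exposure lasted between 16.0 and 16.2 h. For the other study, the deposited start times and times of euthanasia both ran from 9:10 to 11:20.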

For the 24 h fasting study the animals were either fasted or continued on chow diet from 8.30 am and for 24 hrs, with the dark cycle starting at 6 pm.

### Brain tissue dissection

Following the indicated fasting or HFD feeding periods, mice were euthanized by cervical dislocation. In the 16 h study, we dissected and collected the hypothalamus, hippocampus, superior colliculus, inferior colliculus, and frontal cortex. In the 24 h experiment we collected the same brain regions and the zona incerta. We used anatomical landmarks and coordinates from the Paxinos mouse atlas to determine lateral and ventral-posterior location of the brain regions, which were carefully dissected using microtools. Hypothalamus was crudely dissected as one region, including all nuclei and subregions (i.e. ine scissors and forceps were used to carefully separate the whole hypothalamus from the rest of the brain without compromising its integrity). A left and right sample were dissected and collected from each hemisphere for all regions except the hypothalamus which was taken in one piece. All samples were quickly dissected, frozen in liquid nitrogen, and stored at −80C until further processing. Extensive practice and validation were performed during pilot studies prior to the described experiments.

#### RNA extraction, library preparation and sequencing

For the 16 h study, one sample from the five brain regions of each of the 18 animals was selected for sequencing with the hemisphere chosen at random, for a total of 90 samples. 

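By the deposited labels, 36 of the 90 libraries of the 16 h study came from the left and 36 from the right hemisphere. The other 18, 1 per mouse, were hypothalamus taken as a whole.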

RNA was extracted using RNeasy Micro Kit (Qiagen). Lysis buffer was added to the tissue and dissociated using Stainless Steel Beads (Qiagen) and a TissueLyser II (Qiagen) for 30 sec. This was followed by RNA library construction using the NEBNext® Ultra™ Directional RNA Library Prep Kit for Illumina® including the NEBNext® rRNA Depletion Kit and NEBNext® Multiplex Oligos for Illumina®. The procedures for the kits were followed with no exceptions, and the libraries were quantified using Qubit and qualified using TapeStation measurements. All samples from the 16 h study were sequenced to 51 base pairs (bp) with paired reads on an S2 flowcell in an Illumina Novaseq 6000 instrument.

For the 24 h study we decided to only perform transcriptional profiling of left hemisphere samples and profile the zona incerta instead of the frontal cortex. 

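Of the 95 libraries of the 24 h study, 76 came from the left hemisphere and 19 were whole hypothalamus.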

The choice was made due to the limited differential gene expression in the frontal cortex (PFC) and because differences between hemispheres were not considered the focus of the study. In total, 100 samples representing 5 brain regions collected from 20 animals in the 24 h study brain region and animal were selected for further profiling. All samples from animal 1421 were lost, and in practice 95 samples were randomized in groups of 24 for RNA extraction and library preparation protocol. The first block of 24 samples showed low initial RNA concentration determined by Qubit measurements and TapeStation. It was decided to sequence this block separately on an SP flowcell with paired reads to 61 bp. Remaining blocks of samples were sequenced together on an S2 flowcell to 61 bp paired reads in an Illumina Novaseq 6000 instrument.

### Base calling and alignment

Base calling was performed using Illumina’s bcl2fastq (v2.20.0) software. Demultiplexed reads were assessed with FastQC (v0.12.1). Sequenced reads were then mapped to the GRCm39 build of the *Mus musculus* genome using STAR (v2.7.3a) with an overhang length of 50. The fastq files were provided as input to STAR, using the UNIX “zcat” command to read the compressed files. Quantification mode was set to GeneCounts in the STAR alignment to obtain count data for each gene.

#### Metadata and counts matrix construction

R (v4.2.2) and the tidyverse^17^ (v2.0.0) were used to read Microsoft Excel .xlsx files generated in the lab to produce a table of metadata for each sample. The metadata table contains the following columns:

- “filename” - the stem of both fastq files which were used to generate counts for this sample,
- “name” - the name used for each sample in the counts matrix and downstream analyses “seq_run” - the internal sequencing run ID at our facility
- “seq_sample” - the order of the sample within the sequencing run, “rna_conc_qubit” - the concentration of the extracted RNA from each sample (ng/uL)
- “box_id” - the internal ID of the cage within the animal facility
- “animal_id” - the internal ID of the animal assigned at the animal facility.
- “diet” - the diet the animal was on. Either chow, fast, or HFD.
- “diet_kcal” - the caloric content (kcal/g) of the diet
- “region” - the brain region in this sample. Either hypothalmus (HY), hippocampus (HPF), superior colliculus (SC), inferior colliculus (IC), frontal cortex (PFC), or zona incerta (ZI)
- “hemisphere” - either left, right, or both.
- “experiment_start” - the datetime at start of the experiment
- “time_of_euthanasia” - the datetime at the end of the experiment
- “experiment_duration” - the duration of the experiment (hours)
- “bw_i_pre” - the bodyweight of each animal at the start of the acclimation period (g)
- “bw_i” - the body weight of each animal at the start of the experiment (g)
- “bw_f” - the body weight of each animal before euthanasia (g)
- “bw_change” - the change in body weight between the start and end of the experiment (g)
- “bw_change_pct” - the percentage change in body weight between the start and end of the experiment
- “bw_change_pct_ph” - the rate of change in body weight change (percent per hour)
- “fw_i” - the weight of food in the cage hopper at the start of the experiment
- “fw_f” - the weight of food in the cage hopper at the end of the experiment
- “kcal_intake” - the amount of energy consumed (kcal)
- “power_intake” - the amount of energy consumed per hour (kcal/h)
- “notes” - notes made for each animal or sample during the course of experiment

Notably, the metadata for sample 142.3_SCL_chow and sample 145.4_SCL_fast were corrected to account for the fact that they were erroneously swapped during handling and sequencing. 

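The deposited sample table gives, for each library, the stem of its read files, which holds a mouse number in 95 of 95 libraries of the 24 h study. In 2 of them the stem names another mouse than the table: the superior colliculus library of chow mouse 142.3 carries the stem of the fasted mouse of cage 1455, and that of this fasted mouse carries the stem of mouse 142.3. The superior colliculus library of mouse 145.4 carries its own stem. The deposited notes on mice 142.3 and 145.4 name the pair of the paper: they place the superior colliculus of each of these mice in the tube of the other.
The counts were checked for the diet they reflect, with sets of genes chosen without the mice in question. CPM are counts per 1000000 of a total adjusted by the TMM factor of edgeR, and log2 CPM used a prior count of 2. A fasting score was the mean, over genes called between fasted and chow mice, of log2 CPM relative to the mean of all columns. Each gene entered with the sign of the fasting effect. The genes were taken from a fit without mice 142.3 and 145.4 and the mouse of cage 1455 (2614 genes) and without the mouse being scored. A glucocorticoid score was the mean of the same relative log2 CPM over 20 glucocorticoid-responsive genes. Only columns with at least 1000000 counts and 16000 genes expected at 500000 counts were compared, and which of the columns of a mouse is superior colliculus was not assigned. The final form of the scores was set after early versions, with other limits on the genes used, had been seen to set apart the same columns of mice 142.3 and 145.4. In the other 8 chow mice, the glucocorticoid score ran from -1.40 to -0.57 over 30 columns. In the other 9 fasted mice it ran from -0.06 to 1.58 over 34 columns, all above the chow columns. Mouse 142.3 had 1 column at 0.56, with 38141953 counts, and its next highest column was at -0.74. Mouse 145.4 had 1 column at -1.26, with 5309294 counts, and its next lowest column was at 0.42. The lowest column of the mouse of cage 1455 was at 0.46. With the fasting score, the same columns of mice 142.3 and 145.4 were at 0.05 and -0.36, where the other chow columns ran from -0.41 to -0.17 and the other fasted columns from -0.05 to 0.40.

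**Figure D2:**
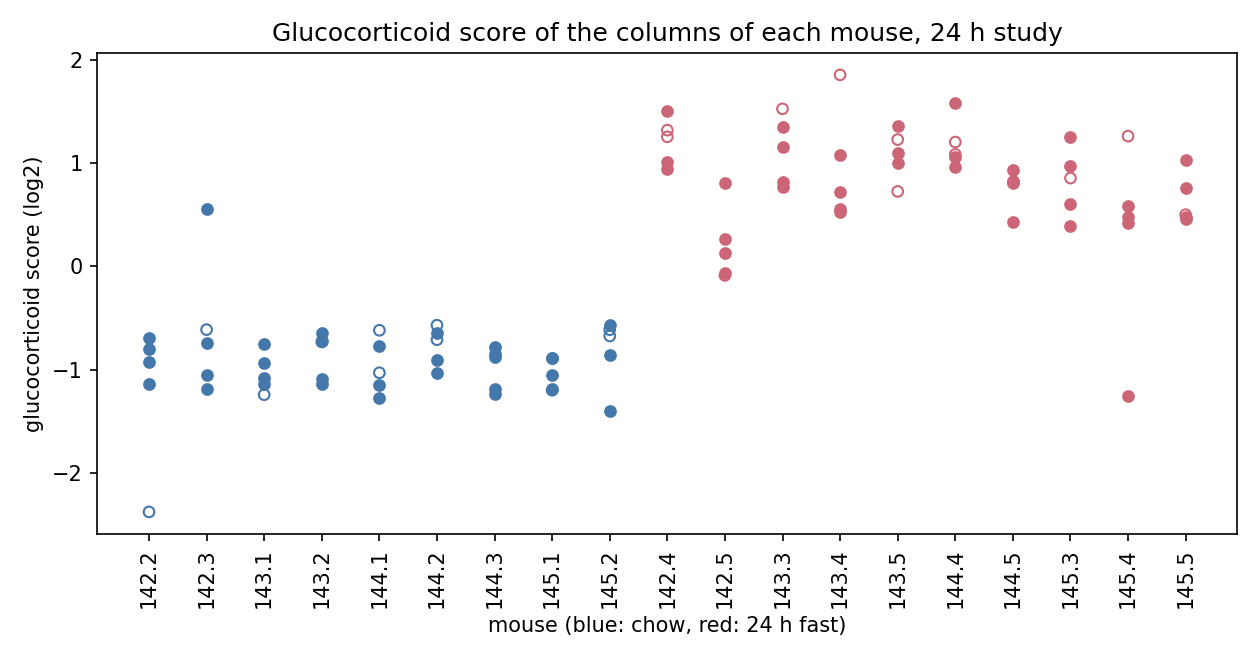
Glucocorticoid score (vertical axis, log2) of the 5 columns of each mouse of the 24 h study (horizontal axis), in blue for chow and red for fasting; filled points have at least 1000000 counts and 16000 genes expected at 500000 counts, and open points fewer. One filled point of mouse 142.3, at 0.56, lies among the fasted columns, and one of mouse 145.4, at -1.26, among the chow columns.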

The metadata was written to disk as a comma-separated values (csv) file.

The raw counts for each sample were collected from ReadsPerGene.out.tab and assembled into a 57010 by 185 matrix with ENSEMBL mouse genes as rows and samples as columns. The counts matrix was written to disk as a comma-separated file and deposited in the Gene Expression Omnibus (GEO) database^18^ (GSE236077).

#### Pre-processing

The counts matrix was loaded into R with the read.csv function. The metadata table was loaded and its columns were coerced to factors. A DESeq2 object was created using the function DESeqDataSetFromMatrix, where counts corresponded to the count matrix, colData to the metadata, and the design was set to ~Diet. All genes within the object with cumulative counts less than or equal to 10 were discarded and DESeq function was run on the object. The counts were further processed with a variance stabilizing transform (VST) using the vst function included in the DESeq2 package^19^.

#### PCA to inspect sample gene expression and detect outliers

The prcomp function from the base R library was used to perform principal component analysis (PCA) and ggplot2^17^ was used to generate two dimensional scatter plots with principal component 1 (PC1) on the horizontal axis and PC2 on the vertical axis. PCA computed across all samples and used to detect outliers that extended beyond two standard deviations of PC1 and PC2 for each brain region. Additional visualization was performed by computing PCA on each timepoint and brain region combination.

#### Figures

Final graphics and data visualizations in this manuscript were created using R packages ggplot2 and patchwork, Adobe Illustrator, and BioRender.com.

## Data Records

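RNA depleted of rRNA was sequenced as paired reads from 5 brain regions of each of 37 mice. The authors aligned the reads to GRCm39 with STAR and deposited the number of reads STAR counted on each gene, without normalization. The paper's text does not name which of STAR's counts by strand was taken. The matrix holds 57010 Ensembl genes and 185 columns of counts, 90 of the 16 h study and 95 of the 24 h study. Its 185 columns carry 37 different headings, each heading 5 columns. A heading gives the mouse, and with it the study and the diet, so columns were assigned here to mice but not to brain regions. Tests between diets therefore used the counts of the 5 columns of a mouse added up, with the mouse as the replicate. No test by brain region was made.
Counts per column had a median of 17626610 and ran from 2994 to 65973281. In the 16 h study, the median was 17153327 on chow (30 columns, 683173 to 50690303), 16877117 on HFD (30 columns, 8536805 to 33328495) and 16048034 in the fasted mice (30 columns, 2994 to 62222181). In the 24 h study, it was 18486461 on chow (45 columns, 49386 to 65973281) and 20553822 in the fasted mice (50 columns, 574309 to 63494453). Added up per mouse, counts ran from 76312294 to 117837970 on chow (median 102199447), from 77042603 to 97829735 on HFD (median 85694229) and from 69815710 to 148051027 in the fasted mice (median 81710511) of the 16 h study. In the 24 h study they ran from 72525035 to 148362583 on chow (median 93449928) and from 57962237 to 161577364 in the fasted mice (median 119740757). Genes of the mitochondrial genome took between 3.78% and 16.7% of the counts of a mouse. A mouse's sum weights its 5 libraries by their depth, so a deeply sequenced region counts for more.
Some columns held few counts or few genes. A column was kept in a second version of each test only if it had at least 1000000 counts and at least 16000 genes expected in a random draw of 500000 of its counts. These limits were set after the values of the columns had been seen. Of the columns, 86 of the 16 h study and 72 of the 24 h study passed, and 27 did not.

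**Figure D3:**
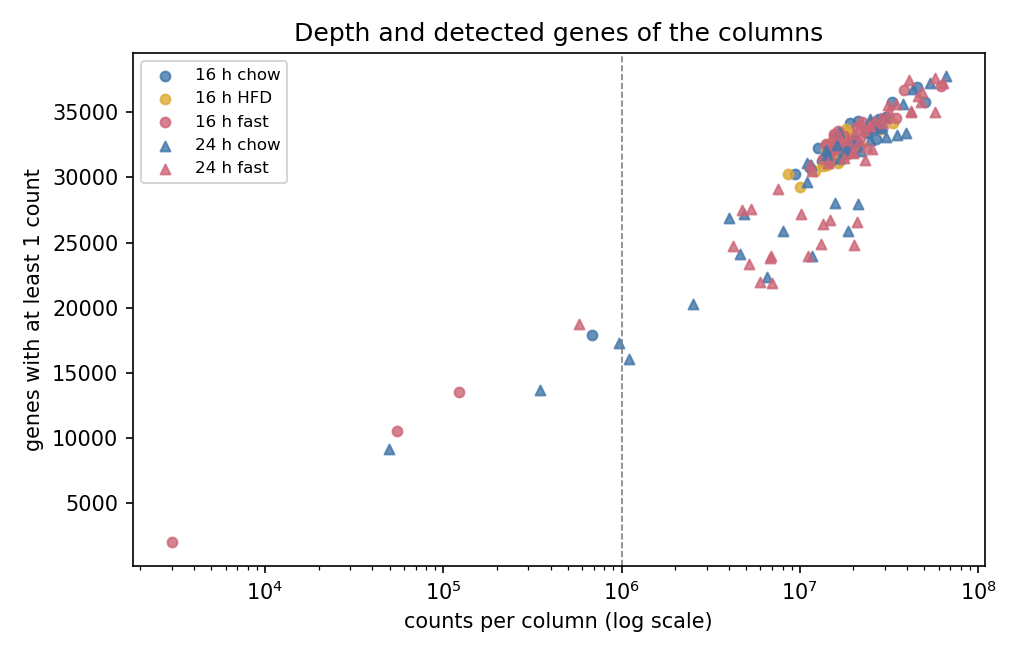
Genes with at least 1 count (vertical axis) against counts per column (horizontal axis, log scale) for the 185 columns, by study and diet; the dashed line marks 1000000 counts. 8 columns lie below 1000000 counts, and the shallowest has 2994.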

The data from all 185 bulk RNA-seq samples is deposited in GEO^18^ (GSE236077). All scripts, code, and interactive notebooks are available on the associated on our Zenodo repository^20^.

## Technical Validation

### RNA quality control

For the 16 h study, RNA concentration was quantified using the Qubit instrument and these measurements were used to adjust the concentration of samples to matching concentrations accordingly. 

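In the 16 h study, the deposited RNA concentration was 0 for 3 of 90 libraries: hippocampus of chow mouse 6, inferior colliculus of fasted mouse 9 and frontal cortex of fasted mouse 11. The other libraries ran from 0.162 to 817.7 ng/µL with a median of 24.8 ng/µL. Medians by region, zeros included, lay between 21.2 ng/µL in the inferior colliculus and 29.0 ng/µL in the hippocampus (18 libraries each). All 3 libraries without detectable RNA are labelled as having passed both quality control steps.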

All samples, including those with no detectable RNA, were advanced through library preparation and sequencing.

Qubit measurements were also taken of the total RNA extracted from samples in the 24 h study. 

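The 24 libraries of the 24 h study on the SP flowcell all have a deposited RNA concentration of 0, 11 of them from chow and 13 from fasted mice. Of the 71 libraries on the S2 flowcell, 3 have a concentration of 0: inferior colliculus of chow mouse 142.2, zona incerta of chow mouse 145.2 and inferior colliculus of fasted mouse 144.5. The others ran from 13.2 to 498.0 ng/µL with a median of 62.1 ng/µL. Hypothalamus, dissected in one piece, had the highest median of the regions on this flowcell, 306 ng/µL over 14 libraries, and the other regions had medians between 33.2 and 76.5 ng/µL. Over the S2 flowcells of both studies, none of the 6 libraries without detectable RNA failed the alignment step, against 5 that failed and 150 that did not among libraries with detectable RNA (Fisher's exact test, two-sided, p = 1.00).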

Here, the first block of 24 samples did not have any detectable RNA as measured by the Qubit instrument, while other blocks showed varying concentrations of RNA in their samples, with only occasional samples lacking detectable RNA. In addition to Qubit measurements, random samples in each of the 4 blocks from the 24 h study were also profiled on the TapeStation instrument. Block 1 from the 24 h study containing all samples without detectable RNA via Qubit also had no RNA detected on the TapeStation. Subsequent blocks had samples in which both peaks for 18 S + 28 S rRNA were present. The total lack of RNA presence in one of the sample blocks indicates poor RNA quality and possible degradation which would impact downstream results. 

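The 24 libraries on the SP flowcell came from 17 mice, with 1 or 2 per mouse, and the columns of these mice were not assigned to flowcells. The least that these libraries can hold follows from adding, for each mouse, as many of its lowest columns as it has libraries on the SP flowcell. These lowest columns hold 201119340 counts in total, with a median of 6947437 per library. Fasted mouse 143.3 has 1 library on the SP flowcell, and each of its 5 columns holds at least 20069294 counts. Chow mouse 144.1, with 1 such library, has a lowest column of 49386 counts.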

For this reason, Block 1 was sequenced separately and when it did not produce any reads downstream, it was flagged as defective and discarded.

### Sequencing quality control

Following read demultiplexing further quality control metrics were generated with FastQC. All quality metrics from sequencing, demultiplexing, FastQC, and alignment with STAR were aggregated with MultiQC^21^ and manually inspected in the resulting report. All sequencing flowcells performed as expected. S2 flowcells produced between 217-241 Gb/lane, with 87.0-95.4% of bases with Q > 30.

Block 1 from the 24 h study (Fig. 3) with no RNA detected by Qubit or TapeStation featured high rate of fastq read failure (>30%), high GC content (>50%), high rates of duplication (>60%) which further confirmed the lack of successful RNA extraction and library construction.

**Fig. 3:**
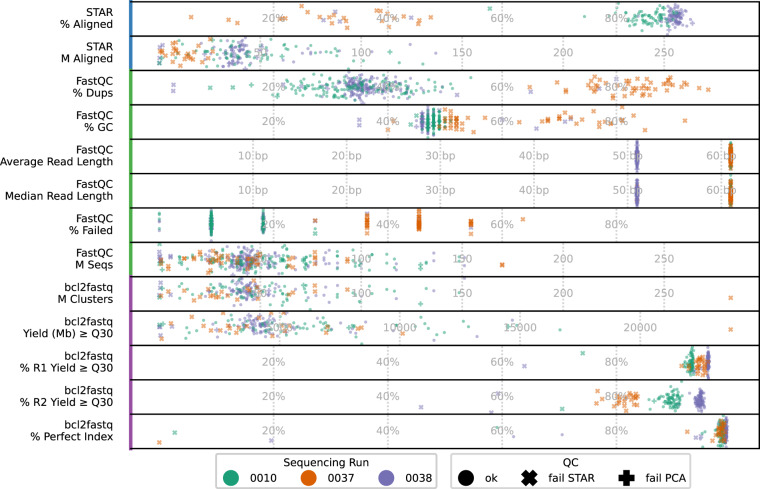
Sequencing quality control results. Each marker represents a sample (in the case of STAR aligned reads) or the forward and reverse reads from that sample (FastQC, bcl2fast). Abbreviations: QC, quality control.

As expected, the sample block without detected RNA also had a low percentage of aligned reads (<70%) and stood out from all other samples. As a result, we chose to exclude any samples with fewer than 70% of aligned reads (Fig. 2, indicated as “fail STAR”).

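The deposited labels mark 29 libraries as failing the alignment step. They are the 24 libraries on the SP flowcell and 5 on S2 flowcells. The 5 are hippocampus of chow mouse 4, hypothalamus of fasted mouse 12, hippocampus of fasted mouse 11 and superior colliculus of fasted mouse 10 in the 16 h study, and hypothalamus of chow mouse 144.1 in the 24 h study. Their RNA concentrations ran from 12.9 to 195.6 ng/µL. In the 24 h study, between 4 libraries of the inferior colliculus and 6 of the hypothalamus failed per region, 12 from chow and 13 from fasted mice. The share of aligned reads was not used here. Of the 185 columns, 27 had fewer than 1000000 counts or fewer than 16000 genes in a draw of 500000 counts. In 33 of 37 mice, the number of such columns equals the number of libraries marked as failing the alignment step. In the 16 h study, the 4 mice with a failed library have such a column, and none of the others has one.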

### Gene expression profiling

All remaining samples were loaded into DESeq2 and pre-processed by filtering lowly expressed genes and applying VST as described in the Methods. 

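Principal components were computed on the 86 columns of the 16 h study and 72 of the 24 h study with at least 1000000 counts and 16000 genes expected at 500000 counts, after the variance stabilizing transform of DESeq2 over 42777 genes with a sum of counts over 10. PC1 took 23.8% and PC2 12.0% of the variance. The study explained 9.32% of PC1 and 27.5% of PC2. Averaged per mouse, PC1 was 12.4 ± 12.1 in the 16 h study (SD, n = 18 mice) and -15.8 ± 12.6 in the 24 h study (SD, n = 19), and PC2 was -15.5 ± 4.71 and 18.3 ± 11.5 (permutation test on mice with 100000 resamples, two-sided, p = 1e-05 for each component, the smallest p they can give). The study, the sequencing run, the housing and the regions change together, so their shares cannot be told apart. Frontal cortex was sequenced only at 16 h and zona incerta only at 24 h. The columns left out also differ in number, 4 at 16 h and 23 at 24 h. A mean per mouse depends on which regions it holds, so these differences are not shown to come from anything but the regions. With only the genes of highest variance, PC1 took 46.2% and PC2 22.3%, and the study explained 4.34% and 0.0871% of them.
For 150 columns the nearest column, by distance over all genes, was of the same study, and for 2 it was of the same mouse. Each mouse gives 1 column per brain region. Among the 12 nearest columns of the same study, 14 in total over the 86 columns of the 16 h study were of the same mouse, against 46.2 with mouse numbers shuffled (mean of 1000 shuffles). Over the 72 columns of the 24 h study, 21 were, against 35.6. A column thus had fewer neighbours of its own mouse than shuffling gives.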

PCA plots of the first two components revealed that samples form clusters by region and duration of study (Fig. 4A). This was used as an additional quality control metric, flagging samples as failed if they were more than two absolute standard deviations away from the mean of either PC1 or PC2 for their respective brain region (indicated by red Xs on Fig. 4A).

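The deposited labels mark 12 libraries as failing this step, 8 of the 16 h study and 4 of the 24 h study (Fisher's exact test between the studies, two-sided, p = 0.549). In the 16 h study they are 3 of the superior colliculus, 2 each of the inferior colliculus and frontal cortex and 1 of the hypothalamus, with 3 from chow, 3 from HFD and 2 from fasted mice. In the 24 h study they are 2 of the hippocampus and 1 each of the superior colliculus and zona incerta, with 2 from chow and 2 from fasted mice. The libraries that pass both quality control steps number between 4 and 8 libraries in each of the 25 combinations of study, region and diet. Distances of single libraries from the mean of their region were not recomputed, because columns were not assigned to regions.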

**Fig. 4:**
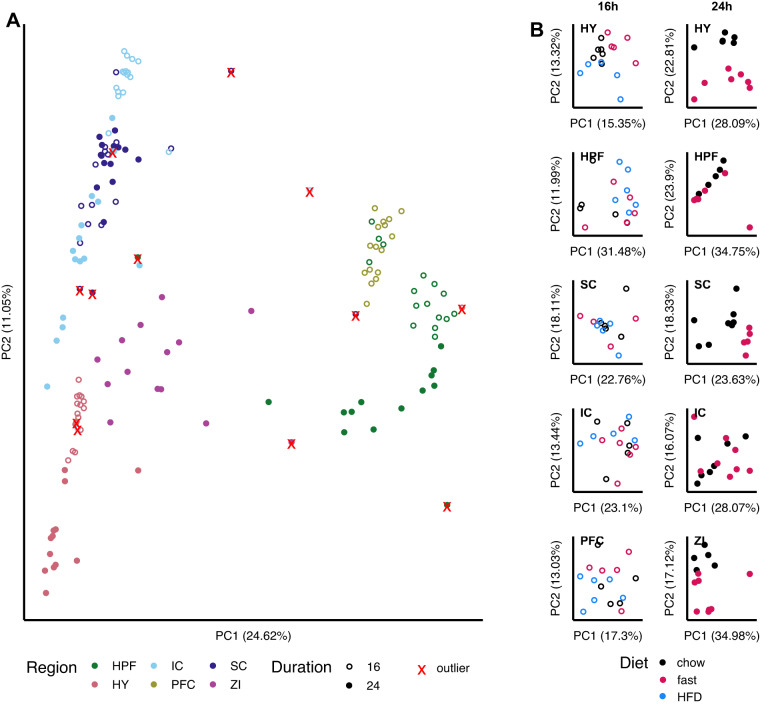
Gene expression profiling and PCA. **(A)** PCA of the VST transformed counts from samples across both studies and all regions. Open circles indicate samples which come from the 16 h study, closed circles indicate samples from the 24 h study. Xs mark samples which were flagged as outliers due to being more than 2 standard deviations away from the respective cluster of their region in either PC1 or PC2. **(B)** PCA performed only using the samples from each study and region, and excluding outliers from **(A)**. Abbreviations: h, hour; HFD, high-fat diet; HY, hypothalamus; HPF, hippocampus; SC, superior colliculus; IC, inferior colliculus; PC, principal component; PFC, prefrontal cortex; ZI, zona incerta.

## Usage Notes

This research presents an extensive RNA-seq atlas of various mouse brain regions, under conditions of fasting and a HFD. This dataset can serve as a reference for researchers interested in studying the changes in gene expression programs related to energy homeostasis, specifically in the context of obesity. We have provided gene expression data from hypothalamus, hippocampus, superior colliculus, inferior colliculus, frontal cortex, and zona incerta samples of mice under varying dietary conditions.

An important consideration for researchers is the role of mouse strain and sex in the results of our study. Here, we used male C57BL6 mice and any interpretation of this data should bear this in mind as responses may vary across different strains or sexes. Additionally, we focused our attention on acute fasting and HFD exposure, which are two common manipulations in obesity research. We must underscore that our study’s diet exposure was limited to at most a 24-hour period. This short-term exposure is particularly relevant in the context of food novelty, as it could impact behaviours related to food neophobia, alter food reward processing, and influence feeding patterns, potentially leading to over or underconsumption. These aspects are relevant when considering our results, especially in relation to studies that may involve longer-term diet exposures which may act on metabolism and transcriptomics via different mechanisms. Moreover, during the 16 h study, the mice exposed to HFD consumed in average 2.7 g of HFD (5.56 kcal/gram, Research Diets D12331i), which corresponds to 15 kcal, while the mice that continued on chow diet consumed 3.5 g of chow diet (3.389 kcal/g = 11.8 kcal). Therefore, food neophobia per se was not observed, when these mice were exposed to HFD. Similarly, the amount of HFD consumed, are very comparable to the consumed amounts during chronic experiments, which excludes overconsumption for this particular experiment. 

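In the 16 h study, the food eaten was 2.70 ± 0.218 g per mouse on HFD and 3.78 ± 0.275 g per mouse on chow (SD, n = 3 cages each). By weight, every HFD cage ate less, with 2.45 to 2.85 g per mouse against 3.60 to 4.10 g (two-sided exact permutation test on cages, p = 0.100, the smallest p that 3 cages against 3 allow). With the deposited energy contents, the intake was 15.0 ± 1.21 kcal per mouse on HFD and 12.2 ± 0.889 kcal on chow (SD, n = 3 cages each; two-sided exact permutation test, p = 0.100, again the smallest possible). With the energy content of chow that the paper gives, the intake on chow was 12.8 ± 0.933 kcal (SD, n = 3) and the exact permutation p was 0.200. The difference in kcal is thus larger than the SD of either group, and an exact permutation test on 3 cages against 3 cannot reach p = 0.05. In the 24 h study, the mice on chow ate 3.97 ± 0.453 g or 12.8 ± 1.46 kcal each (SD, n = 9 mice). From the amounts eaten on HFD and on chow, the paper concludes that the mice did not avoid the new food.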

Due to the high palatability of the HFD, it is likely that also neurocircuits involved in food reward has been activated. Finally, there is no overlap in sequencing between the 16 h and 24 h study, making it impossible to separate the technical effects of sequencing from those of longer exposure to fasting or single housing.

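The deposited labels place the 90 libraries of the 16 h study in sequencing run 10, and the 95 libraries of the 24 h study in runs 37 (71 libraries, S2 flowcell) and 38 (24 libraries, SP flowcell). No run holds libraries of both studies. The mice of the 16 h study were housed 2 per cage and those of the 24 h study 1 per cage. Mitochondrial genes took between 3.78% and 4.98% of the counts of a mouse in the 16 h study and between 8.57% and 16.7% in the 24 h study, so the ranges do not overlap. Frontal cortex was sequenced at 16 h and zona incerta at 24 h, and this difference in regions also goes with the study.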

Our manuscript also offers an outline of methods used for animal handling, tissue dissection, RNA extraction, library preparation, sequencing, and data processing, which can be beneficial for researchers seeking to replicate or build upon our experimental setup. All the raw and processed data are accessible and can be used for further computational analyses, including differential gene expression analysis, network analysis, or machine learning. The data we have generated can also be used to investigate regional gene expression differences in the brain under normal chow diet conditions, as we included chow-fed controls in both of our studies.

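Genes were compared between diets with the 5 columns of each mouse added up, which joins all its sequenced regions and gives no result by region. The test was edgeR's quasi-likelihood test on TMM-normalized counts with Benjamini-Hochberg adjustment, with the mouse as the replicate. A gene was called at an adjusted p under 0.05. After 16 h, 0 of 29746 genes were called between HFD and chow (6 mice each), with 2914 at an unadjusted p under 0.05 and a lowest adjusted p of 0.503. Between fasting and chow at 16 h (6 mice each), 0 genes were called, with 2267 at an unadjusted p under 0.05 and a lowest adjusted p of 0.125. After 24 h, 3307 of 29011 genes were called between 10 fasted and 9 chow mice, of which 1676 rose and 1631 fell, with 7033 at an unadjusted p under 0.05. The alternative that moved these counts most was DESeq2 at an adjusted p under 0.1, which called 15 and 54 genes at 16 h and 5554 at 24 h.
The genes with the largest change at 24 h were taken from the 373 called genes whose CPM did not overlap between the diets. Cdkn1a (ENSMUSG00000023067), the cell cycle inhibitor p21, lies on chromosome 17 of GRCm39 from 29309936 to 29319701. It rose from 6.22 ± 5.14 CPM on chow (SD, n = 9) to 81.5 ± 32.9 CPM in the fasted mice (SD, n = 10), a log2 fold change of 3.71 (standard error 0.35, adjusted p = 7.67e-07). The mean on chow rests in part on mouse 142.3, at 19.8 CPM, where the next highest chow mouse was at 5.46 CPM. Itgad (ENSMUSG00000070369), an integrin subunit on chromosome 7 from 127753548 to 127822988, rose from 0.336 ± 0.234 CPM (SD, n = 9) to 4.03 ± 1.22 CPM (SD, n = 10), a log2 fold change of 3.56 (standard error 0.29, adjusted p = 1.09e-07). Dino (ENSMUSG00000117050), on chromosome 17 from 29312390 to 29313435, rose by 3.47 on the log2 scale (standard error 0.30, adjusted p = 2.38e-07). Dino lies within Cdkn1a on the other strand and shares its own strand with Gm64878, and Itgad shares its strand with 1 overlapping gene, so reads on these genes are uncertain where the counting could split them. Without mice 142.3 and 145.4, these log2 fold changes were 4.24 for Cdkn1a, 4.02 for Itgad and 3.99 for Dino.
The largest falls were in 3 long non-coding RNAs: Gm10863 (chromosome 15, 79050110 to 79112454, log2 fold change -1.98), Gm34256 (chromosome 16, 31409014 to 31451746, -1.56) and B230206H07Rik (chromosome 7, 140939054 to 140945142, -1.48). Their adjusted p-values from edgeR's test were 1.94e-06, 4.66e-06 and 3.84e-05. Each overlaps another gene on the opposite strand. Mc4r (ENSMUSG00000047259, chromosome 18, 66990775 to 66993577), the melanocortin 4 receptor gene, was at 1.96 ± 0.350 CPM in the fasted mice (SD, n = 10) and 1.99 ± 0.487 CPM on chow (SD, n = 9) at 24 h. Its log2 fold change was -0.02 (standard error 0.14, adjusted p = 0.952) and did not exceed the spread of the mice. At 16 h it was 0.28 on HFD (standard error 0.18, adjusted p = 0.607) and 0.04 during fasting (standard error 0.18, adjusted p = 0.973) in edgeR's test.

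**Figure D4:**
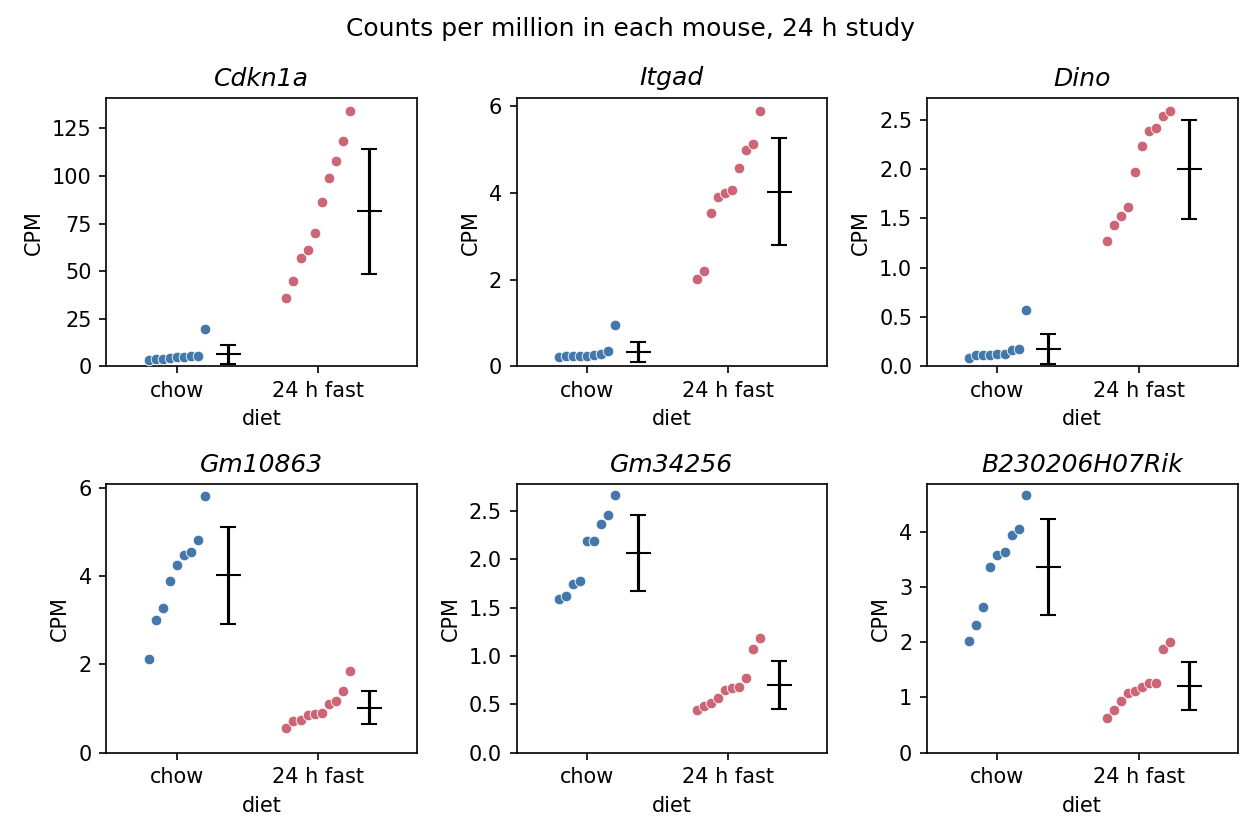
CPM (vertical axes, from 0) of 6 genes in each mouse of the 24 h study by diet, with points for mice and bars for the mean ± SD (n = 9 on chow, n = 10 fasted). The highest chow point of Cdkn1a, 19.8 CPM, is mouse 142.3.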

In order to enable reuse and further exploration of the data we make available our own code and notebooks detailing how to obtain differentially expressed gene lists (Table 1**)**, gene coexpression modules using weighted correlation network analysis^22,23^ (https://github.com/perslab/wgcna-toolbox) and test whether these correlate with diet, and cell types in single-cell atlases of the mouse brain^16^.

**Table 1:** A summary of differentially expressed genes (DEGs) by study duration, region, and comparison.

Study	Region	Comparison	No. differentially expressed genes
16 h	HY	HFD.vs.chow	2
16 h	HY	fast.vs.chow	37
16 h	HPF	HFD.vs.chow	129
16 h	HPF	fast.vs.chow	6
16 h	SC	HFD.vs.chow	0
16 h	SC	fast.vs.chow	7
16 h	IC	HFD.vs.chow	0
16 h	IC	fast.vs.chow	0
16 h	PFC	HFD.vs.chow	0
16 h	PFC	fast.vs.chow	11
24 h	HY	fast.vs.chow	2728
24 h	HPF	fast.vs.chow	1019
24 h	SC	fast.vs.chow	1612
24 h	IC	fast.vs.chow	1006
24 h	ZI	fast.vs.chow	1387

Regions: hypothalamus (HY), hippocampus (HPF), superior colliculus (SC), inferior colliculus (IC), frontal cortex (PFC), or zona incerta (ZI). Comparisons of HFD or fasting versus chow diet.

## Data Availability

All code covering data pre-processing, quality control, and figures included in this manuscript are deposited and available in our Zenodo repository^20^. We include additional interactive notebooks which give users examples of how to perform differential gene expression analysis using DESeq2, discover gene modules using weighed gene co-expression analysis (WGCNA), and find enriched terms in databases.

How the deposited data were processed for this re-analysis (not part of the article)

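The data are body weights and food weights of 37 mice and bulk RNA-seq of 5 brain regions per mouse, from a study of 16 h (chow, HFD or fasting, 6 mice each) and a study of 24 h (9 mice on chow, 10 fasted). The authors aligned reads to GRCm39 with STAR and deposited raw counts per Ensembl gene for 185 columns, without normalization or a filter. The annotation release and the strand of the counts are not named in the paper's text. The authors also deposited a table of the libraries with mouse, diet, region, hemisphere, RNA concentration, sequencing run and quality control label.

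The headings of the count matrix give 37 mice with 5 columns each. Columns were assigned to mice by these headings and not to brain regions. Neither the order of the columns nor their values were used for an assignment. The tests by region that had been set out before the data were examined were not run. The same tools were applied to the counts added up over the 5 columns of a mouse, and that unit was chosen after the headings had been seen. All 5 columns were kept in the sums, libraries marked as failing quality control included. This choice was made after 3 versions of the count of called genes at 24 h had been seen: 3307 with all columns, 3518 without the low ones, and an early version of the fit with equal weight per column. The limits that define a low column, 1000000 counts and 16000 genes expected in a draw of 500000 counts, were set after the values of the columns had been seen. No column has values identical to those of another. All rows of the matrix name a gene, and 56310 of 57010 had a symbol in the annotation used (GENCODE vM39 for GRCm39). 1 line of the sample table without a library name was not used.

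Counts per column had a median of 17626610 and counts per mouse ran from 57962237 to 161577364. Depth limits genes of low expression most. Intervals on counts would cover counting error only, because the reads carry no molecular identifiers.

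Genes were compared with edgeR 4.0.16 in R 4.3.3: filterByExpr, TMM normalization, estimateDisp, glmQLFit and glmQLFTest, with Benjamini-Hochberg adjustment and an adjusted p under 0.05. The 3 diets of the 16 h study shared 1 fit. Alternatives used DESeq2 1.42.0 (genes with a sum of counts over 10, adjusted p under 0.05 or 0.1), limma 3.58.1 on the mean log2 CPM of the columns, each with equal weight, and 1 surrogate variable from sva 3.50.0. Further alternatives changed size factors, filter, threshold, columns, covariates (round of cages, clock time), unit (cage sums) and mice (each left out in turn). Simulated counts were drawn from the real means and depths with 200 changed genes. These had at least 1 CPM and a log2 fold change of at least 1 in size. With 6 mice against 6, edgeR's test recovered 195 with 10 false calls among 27603 genes tested. With 9 against 10 it recovered 194 with 10 false calls among 25521. The median size of the 16 h fasting change was 0.09 over genes called at 24 h. The simulation therefore does not show how many changes of that size would be found. DESeq2 recovered 196 with 44 false calls and 195 with 28. The named genes are, per comparison, up to 3 that rose and 3 that fell the most among called genes with a mean log2 CPM of at least 0 and no overlap in CPM between the diets, and Mc4r, which the paper names.

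Gene lists written before any count was seen were tested with camera (correlation between genes preset to 0.01), and beside it with fry and with camera's estimated correlation, adjusted over 5 lists and 3 comparisons. The lists hold glucocorticoid-responsive genes (20), circadian clock genes (15), immediate early genes (12), endoplasmic reticulum chaperones (13) and sterol synthesis genes (15). A further 12 lists of marker genes of brain areas and tissues were tested apart from these. The fasting score of a 16 h mouse was the mean of log2 CPM (prior count 2) relative to the mean of the 16 h mice, with the sign of the 24 h fasting effect, over genes called at 24 h. Body weight, food and scores were compared with two-sided exact permutation tests in Python 3.11.15 with scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3, and figures were drawn with matplotlib. Principal components used DESeq2's variance stabilizing transform and prcomp. For each count of called genes, 100 splits of the mice into groups of the same sizes were drawn, the real one included.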

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

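All tests in this part were chosen after the result they bear on had been seen, and only the tests with fewer mice and with thinned counts were chosen before values of the kind they measure had been seen. The rule for a sample far from the others flags about 1 group in 20 by chance. It was met in 5 of 45 groups tested, and 4 of the 5 are the same mouse.

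Chow mouse 142.3 lay far from the other 8 chow mice of the 24 h study in 4 measures. Its glucocorticoid score was -0.27, with the nearest chow mouse at -0.79. It had 19.8 CPM of Cdkn1a (nearest 5.46), 0.568 CPM of Dino (nearest 0.177) and 0.949 CPM of Itgad (nearest 0.357). These measures are not independent, because Cdkn1a is on the glucocorticoid list and Dino overlaps it. The deviation is in 1 column of the mouse: its highest column has a glucocorticoid score of 0.56, within the range of the fasted columns (-0.06 to 1.58), and the next highest, at -0.74, is within the range of the other chow columns (-1.40 to -0.57). In fasted mouse 145.4 the reverse holds for 1 column, at -1.26, while its next lowest is at 0.42. Low depth does not account for this, since the columns hold 38141953 and 5309294 counts and both have more than 16000 genes expected at 500000 counts. A mixture of tissue from a fasted and a chow mouse in about equal parts would place a column between the diets, and the column of mouse 145.4 at -1.26 lies among the chow columns. The values are consistent with an exchange of tubes that remains in the headings of the count matrix. The column at 0.56 is the observation that this explanation has to account for, so its place is not a separate test of it. An exchange was known beforehand: the paper states that these mice's superior colliculus samples were swapped and corrected in the metadata, and the deposited notes on the 2 mice place the superior colliculus of each in the tube of the other. The read file stems are instead exchanged between mouse 142.3 and the fasted mouse of cage 1455. If the tubes were exchanged as noted and the correction was made with the mouse of cage 1455, the same pattern would follow, and the fasted column of mouse 142.3 would be tissue of that mouse and not of mouse 145.4. The lowest column of the mouse of cage 1455, at 0.46, is on the fasted side in both cases, so these scores do not decide between them. Whether the columns are of superior colliculus was not tested. A biological explanation, such as an animal on chow with a stress response, would have to hold in 1 of the 5 libraries of the mouse and is not excluded for mouse 142.3. Leaving both mice out gave 2775 called genes at 24 h in place of 3307, of which 2670 are shared.

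Fasted mouse 8 of the 16 h study had 148051027 counts, with the nearest of the other fasted mice at 87276467. Its median column, 16121764 counts, lies within the range of the medians of the other fasted mice (15520613 to 16127693). Its columns of 62222181 and 38622452 counts exceed the highest column of the others, 34709456. Deeper sequencing of 2 of its 5 libraries is a candidate explanation, and no biological explanation was tested. The sum of this mouse is thereby weighted towards the regions of those 2 libraries. Leaving the mouse out changed neither count of called genes at 16 h from 0.

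The effect of fasting differed between the studies in 378 of 30664 genes (interaction of study and diet in edgeR's quasi-likelihood test, adjusted p under 0.05). In 197 of them the log2 fold change was more positive at 24 h, which is a direction and not a larger size. Of the 378, 369 are among the genes called at 24 h. The lower number of mice at 16 h does not account for the whole of the difference in called genes. In 20 draws of 6 fasted and 6 chow mice of the 24 h study, edgeR called at least 847 genes, against 0 at 16 h with 6 mice each. Nor does depth account for it: with the counts of each 24 h mouse thinned to at most 69815710, the lowest total at 16 h, 2791 genes were called. What stays open is the length of the fast, the hours of the day it covered, single against pair housing, the sequencing run and the regions sampled. These change together between the studies, and the 378 genes cannot be told apart by cause.

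The columns with few genes, which in number go with the libraries the paper discarded, carry a signal of fasting. Among the 19 such columns of the 24 h study with at least 1000000 counts, the glucocorticoid score averaged over the columns of a mouse was -0.75 ± 0.25 in 6 chow mice and 1.18 ± 0.42 in 8 fasted mice (SD). The difference of 1.93 had p = 0.000333 in a two-sided exact permutation test, the smallest p that 6 mice against 8 allow. Over the columns that passed, the difference was 1.82 without mice 142.3 and 145.4, which the 1.93 includes. Reads from other libraries on the same run would be a mixture of both diets and would shrink the difference, which is not what the value of 1.93 shows. Dead or degraded RNA could still change other genes, which was not tested. The difference may therefore come from RNA of the mice themselves, which is a hypothesis formed on these data.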

How the results depend on the processing

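The tests of genes, lists and scores with the mouse as the unit, and their alternatives, were chosen after the data had been seen, as versions of tests planned by region, while those of body weight, food intake and counts per library were kept as planned. Planned but not run, because columns were not assigned to regions, were the counts of called genes by region, the interactions between regions, the differences between studies and between hemispheres by region, the feeding genes and the markers by library, each with its alternatives. No paired analysis was possible because the diet groups share no mouse and the 5 libraries of a mouse are added up into 1 value. This concerns pairing within mice only: matching by round of cages was possible at 16 h and was done. Body weight and the fasting score were compared within rounds. With the round of cages as a covariate, edgeR called 0 genes in either 16 h comparison.

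Body weight at 16 h kept its direction under every alternative, and none was run for the 24 h comparison. With the diets of single mice exchanged only within rounds of cages, a test chosen after the values had been seen, both 16 h comparisons stayed on the same side of 0.05. With whole cages exchanged within rounds, the exact permutation p was 0.250 for both, the smallest that 8 arrangements allow. The difference between fasting and chow at 16 h ran from -6.25 to -4.87 percentage points across the 12 fits that each left out 1 mouse, all with an exact permutation p of at most 0.00433. With cage means it was -5.63 with p = 0.100, which 3 cages against 3 cannot go below. The difference between HFD and chow ran from -2.22 to -0.952 percentage points across its 12 fits. It passed the threshold only without chow mouse 5, the chow mouse with the lowest change (-2.22, exact permutation p = 0.0476). The energy intake on HFD stayed higher than on chow with the paper's energy content of chow. Median counts per column without mitochondrial genes moved by less than 1 SD.

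At 16 h, 9 of 11 alternatives per comparison called 0 genes, as did all 18 fits that each left out 1 mouse. DESeq2 called 5 genes between HFD and chow at an adjusted p under 0.05 and 15 at 0.1, and 19 and 54 between fasting and chow. The cause was not tested, and on simulated counts DESeq2 made 44 false calls where edgeR made 10. The 5 genes, named after their values were seen, are Gm19236, A330072L02Rik, Gm44863 and Gm32828, which fell, and Osmr, which rose by 0.34 on the log2 scale. Their adjusted p-values in DESeq2 ran from 0.0358 to 0.0381, and 4 of them were tested by edgeR, with an adjusted p of 0.503 each. Over all alternatives between HFD and chow, the lowest adjusted p was 0.0358. Of the 19 genes between fasting and chow, 14 rose and 5 fell. Their lowest adjusted p in DESeq2 was 0.00283, for St6galnac1 and Gm47179, and they include Hif3a and Map3k6 of the glucocorticoid list. In edgeR, the adjusted p of the 19 ran from 0.125 to 0.470. At 24 h, the count ran from 2685 to 3725 across the 19 fits that each left out 1 mouse and from 2775 to 5554 across 11 alternatives. DESeq2 at an adjusted p under 0.1 gave 5554, in which the looser threshold takes part, since it gave 4213 at 0.05. The share of genes that rose, 50.7%, ran from 46.3% with equal weight per column to 57.1% without mitochondrial genes and the 10 genes with the most counts, so neither direction holds the majority throughout.

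The 6 named genes of the 24 h comparison kept direction and significance in every alternative that tested them. The change of Mc4r during fasting, near 0, changed sign. At 16 h it was 0.04 and became -0.0547 with 1 surrogate variable and -0.0106 with cage sums, and it ran from -0.0737 to 0.119 over the fits that each left out 1 mouse. At 24 h it ran from -0.0852 to 0.0658 over such fits. No adjusted p of Mc4r was below 0.509 in these fits.

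For gene lists, the preset correlation of camera decided most calls, and the median log2 fold changes are the same under fry and the estimated correlation. Only the glucocorticoid list was past an adjusted p of 0.05 under both, at 16 h of fasting (fry 0.00937, estimated correlation 0.0439) and at 24 h (2.41e-09 and 0.00427). With fry alone, chaperones (adjusted p = 0.00185) and sterol synthesis (0.00937) also held at 24 h. The calls lost under both fry and the estimated correlation were, on HFD, glucocorticoid (median log2 fold change 0.0467), chaperones (0.15) and sterol synthesis (-0.10). At 16 h of fasting they were clock (0.04), immediate early (-0.36), chaperones (-0.16) and sterol synthesis (-0.07465), and at 24 h clock (0.21) and immediate early (0.53). Lost under the estimated correlation only were chaperones (-0.19) and sterol synthesis (-0.30) at 24 h. Their adjusted p-values without the preset ranged from 0.0527 to 0.494.

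The fasting score of the fasted mice at 16 h stayed higher than on chow, between 0.0837 and 0.123 over the fits that each left out 1 mouse and at most 0.220 over the alternatives, with 1 loss of significance: 0.108 with cage means, p = 0.200 where 3 cages against 3 allow no p under 0.100. The score on HFD, 0.0111 above chow, became -0.00436 without mice 142.3 and 145.4. Over all 28523 genes tested in both studies the correlation of the log2 fold changes was 0.33, in place of 0.60 over the 3259 called genes, as more genes near 0 enter. The low column of mouse 145.4 lay -0.978 SD from the mean of the chow columns, and -2.16 SD with the 200 genes of lowest p. PC1 and PC2 took 46.2% and 22.3% of the variance with only the genes of highest variance, and 13.4% and 10.453% with each gene scaled. The study explained 4.34% and 0.0871% of them with only those genes, and 36.6% and 18.74% with scaling, against 9.32% and 27.5%. The cause was not tested, except that each setting weights other genes.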

Differences from the paper's values

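None of the paper's values compared here differed from the values computed from the deposited data by more than 1.5-fold. Within that limit, the paper's chow intake at 16 h, 3.5 g per mouse, lies below every deposited cage (3.6 to 4.1 g, mean 3.78 g). The paper gives 11.8 kcal per mouse on chow, and the deposited food weights with its energy content give 12.8 kcal. The following statements of the paper differ from the deposited data in other ways.

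The paper states that the block on the SP flowcell produced no reads downstream. It also reports failed reads, high duplication and a low share of aligned reads for this block, so the wording may not be meant literally. By the deposited counts, the 24 libraries of that block hold at least 201119340 counts in total, since each mouse's lowest columns, as many as it has libraries on that flowcell, add up to this. The paper names the superior colliculus samples of mice 142.3 and 145.4 as swapped and corrected, and the deposited notes on these mice name the same pair. In the deposited table, however, the read file stems are exchanged between the superior colliculus libraries of mouse 142.3 and of the fasted mouse of cage 1455, and in the counts 1 column of mouse 142.3 (glucocorticoid score 0.56) and 1 of mouse 145.4 (-1.26) lie on the side of the other diet.

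The paper gives an end of the 16 h exposure in the evening, and the deposited times of euthanasia run from 8:26 to 11:10. It gives 1 start time for each study, and the deposited start times run from 16:26 to 18:58 and from 9:10 to 11:20. The paper describes the energy content column as kcal/g, and the deposited values are 3227 for chow and 5560 for HFD, which in kcal/kg are 3.227 and 5.56 kcal/g.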

Other observations

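All tests in this part were chosen after the counts of called genes per mouse, the scores of the 24 h columns and the body weights had been seen, and for the tests of a glucocorticoid response, of weight loss and score, of the round of cages, of the failed libraries and of the mix of regions, values of the kind they measure had been seen as well.

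The 3307 genes called between fasted and chow mice at 24 h were matched by 1 of 100 splits of the 19 mice into groups of 9 and 10, the real one, and the highest count of any other split drawn was 2. At 16 h, 100 of 100 splits gave as many for HFD and 100 of 100 for fasting, which a count of 0 gives whatever the data, so these splits decide nothing. Several technical causes were set against the 24 h count. Without the columns with few counts or genes, 3518 genes were called, of which 3009 are shared. With equal weight per column in limma, 2816 of 18104 genes tested were called, of which 1964 are shared. Without mitochondrial genes and the 10 genes with the most counts, 3428 were called, and with clock time at the end as a covariate 3363. An unequal mix of brain regions between the diets would not move every library. In the glucocorticoid score, 34 of 34 passing columns of the other 9 fasted mice lay above all columns of the other 8 chow mice. That score holds 20 genes, so for the other called genes a part played by the mix of regions stays open. None of the fits above removes the difference in called genes. A response to fasting remains as a hypothesis, found and tested on the same data.

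A candidate explanation of the 24 h difference is a glucocorticoid response. All 20 genes of the glucocorticoid list were higher in the fasted mice, all 20 were called, and 20 when adjusted over the list alone, with a median log2 fold change of 1.62 (camera, adjusted p = 1.24e-43). The call held under fry (adjusted p = 2.41e-09) and under the estimated correlation (0.00427). Sgk1 rose by 2.36 and Plin4 by 3.27 on the log2 scale. Corticosterone was not measured, and several genes of the list, such as Pdk4, Angptl4 and Ddit4, are also known to answer to fasting by other routes, so the cause is not shown. In the other lists at 24 h, sterol synthesis genes were lower in 15 of 15 (median -0.30, 8 called, 10 when adjusted over the list alone) and chaperones in 12 of 13 (median -0.19, 6 called, 8 when adjusted over the list alone). Of the clock genes 9 of 15 were higher (median 0.21, 5 called, 11 when adjusted over the list alone), and of the immediate early genes 11 of 12 (median 0.53, 4 called, 5 when adjusted over the list alone).

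The 16 h fast showed the 24 h pattern faintly. The score from the genes called at 24 h was 0.0684 ± 0.0768 in the fasted mice and -0.0397 ± 0.0402 on chow (SD, n = 6 each), a difference of 0.108 (two-sided exact permutation test, p = 0.00866), and 4 of 6 fasted mice lay above every chow mouse. Within rounds 1, 2 and 3 of the cages, fasted mice exceeded chow mice by 0.0559, 0.120 and 0.148. The highest scores were those of fasted mice 10, 11 and 12, each with 1 column of at most 121967 counts. A region nearly absent from their sums may take part in the difference, which was not tested. On HFD the score was -0.0287 ± 0.0258 (SD, n = 6), 0.0111 above chow (two-sided exact permutation test, p = 0.591). Over the 3259 genes called at 24 h and tested at 16 h, the log2 fold changes of both fasts had a Pearson correlation of 0.60 and a Spearman correlation of 0.60 across genes, which are not independent replicates, and 79.7% had the same sign, against 52.6% for HFD. The median size of the change was 0.09 at 16 h and 0.44 at 24 h, in genes selected for their change at 24 h. Over all 28523 genes tested in both studies, the medians were 0.0777 and 0.133. Of these genes, 64.8% had the same sign in both fasts, against 56.4% for HFD. All 20 glucocorticoid genes were higher after 16 h of fasting (median 0.27), with 0 called by edgeR and 8 when adjusted over the list alone. DESeq2 called Hif3a (adjusted p = 0.0215) and Map3k6 (0.0326) of this list. The list test was past the threshold under camera, fry and the estimated correlation (adjusted p 0.0439 for the last). On HFD, 12 of 20 were higher (median 0.05, 0 called, 0 when adjusted over the list alone).

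The 2 mice of cage 39 changed by -7.52% and -6.49% in body weight in the 16 h fast, and the other 4 fasted mice by between -2.51% and -1.30%. A stronger response to fasting is a candidate explanation: their fasting scores, 0.120 and 0.190, were higher than those of the other 4 fasted mice (-0.00827 to 0.0771). The scores are limited by lost libraries: the lowest columns of these 2 mice hold 55087 and 121967 counts, so their sums nearly lack 1 region. Mouse 10, at 0.0771, has a column of 2994 counts. Fasted mice 7, 8 and 9, without such a column, reached at most 0.0329. Chow mouse 4, with a column of 683173 counts, was at -0.0609. Whether a lost region shifts the score was not tested. The cage belongs to the last round, which started latest. Chow and HFD mice of that round changed by -0.819 percentage points relative to the other rounds (exact permutation test within diets, two-sided, p = 0.502), far less than the -4.92 of the fasted mice, but 4 mice are too few to decide. In the score, unfasted mice of that round were 0.0398 higher (exact permutation test within diets, two-sided, p = 0.0400), which is less than the 0.130 of the fasted mice. By diet, this difference was 0.0696 on chow and 0.00997 on HFD, so it came mostly from the chow mice. Round, clock time and cage cannot be told apart with 1 fasted cage per round.

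Among the 10 mice fasted for 24 h, the fasting score may rise with the weight lost, but the data do not decide. Pearson's r was 0.587 (permutation p = 0.0749, adjusted 0.150 over 2 scores) and Spearman's rho 0.455 (p = 0.191, adjusted 0.383). Without the 2 mice farthest from the median weight loss, those of cages 1425 and 1455, they were 0.0791 and 0.0476, so the relation rests on these mice. For the glucocorticoid score, r was 0.360 (permutation p = 0.305) and rho 0.224 (p = 0.537), and without the same mice -0.452 and -0.333. Without mouse 145.4, whose columns include 1 on the chow side, r was 0.745 for the fasting score (permutation p = 0.0215, not adjusted) and 0.766 for the glucocorticoid score (p = 0.0141), with rho 0.550 (p = 0.135) and 0.533 (p = 0.148). Leaving out the same mice as well gave r = 0.379 and 0.164. These values without mouse 145.4 were computed after its column had been seen.

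In 36 tests of 12 marker lists of brain areas and tissues, 6 passed an adjusted p of 0.05 with camera, 0 with fry and 0 with the estimated correlation. The lowest adjusted p with fry was 0.697. Some medians were large all the same. Cerebellum markers were lower than on chow in 8 of 8 genes after 16 h of fasting (median log2 fold change -1.40, 0 called, 7 when adjusted over the list alone) and in 8 of 8 on HFD (median -1.33, 0 called, 5 when adjusted over the list alone). Striatum markers were higher in 8 of 8 genes at 24 h (median 1.62, 1 called, 5 when adjusted over the list alone, fry adjusted p 0.735). The genes of such a list rise and fall together with the tissue in a sample, so 8 of 8 is not 8 independent observations.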
